A study of Caenorhabditis elegans with 11 samples.

How the data were processed

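RNA abundance was measured by sequencing polyA-enriched RNA from whole worms of the nematode Caenorhabditis elegans. The worms were wild type (strain N2) or mutant for sod-2, the gene of a mitochondrial superoxide dismutase, an enzyme that converts superoxide to hydrogen peroxide. The series title calls the mutants long-lived, and the allele was not stated. Worms were kept on NGM agar plates at 20 degrees Celsius with the Escherichia coli strain OP50 as food, RNA was extracted with Trizol, and Illumina libraries were made, per the labels. The titles gave the genotype, the day of adulthood and the replicate number of each of 11 libraries. There were 3 wild-type libraries and 2 mutant libraries at day 1, and 3 libraries of each genotype at day 8. The labels put all of them in batch 1, so no batch term was fitted.

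The deposited values were whole-number read counts per gene, which the authors did not normalize according to the name of the table and to its whole-number values. The aligner, the counting tool, the strand setting, the genome build and the annotation release were not stated in the labels or the table header. The table listed 46726 genes by WormBase identifier, each with a symbol, and 0 columns of per-sample values were left unused. Positions, biotypes, exon overlaps and the length of the longest transcript were taken from Ensembl release 115 for the assembly WBcel235, in which 46364 of the identifiers were found. The 362 others held between 0.163% and 0.273% of the counts of a library. Because strand use was not stated, genes whose exons overlap those of another gene are reported with that overlap. Reads of near-identical members of multigene families can be split or lost in counting, so single collagens, lectins, F-box genes and major sperm proteins are uncertain.

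Total counts ran from 34858078 to 44673148 per library. At these depths 3 counts, used as the floor of detection, corresponded to between 0.0552 and 0.102 CPM (counts per 1e6 library counts) after scaling. The floor covers counting error only, because the reads carried no molecular identifiers. Library scaling used trimmed mean of M-values (TMM) factors. Genes were kept by the filterByExpr function of edgeR with a minimum count of 10, which left 17237 genes holding at least 99.96% of the counts of each library. Differences were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood F-test, with 1 coefficient per group and all 11 libraries in the fit. Adjusted p-values are those of Benjamini and Hochberg over the genes of a comparison, and a gene was called when its adjusted p was under 0.05. The common biological coefficient of variation was 0.392, with 7 residual and 5.06 prior degrees of freedom. Log2 CPM values carry a prior count of 2, and group levels are means of scaled CPM. Log2 changes of genes are those of the edgeR fit at its default setting, without this prior count. They can therefore be very large where a group has 0 counts. A fold against a group whose libraries were all at or under the floor was computed against the floor and is a lower bound.

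There were 5 comparisons: mutant against wild type at day 1 and at day 8, day 8 against day 1 within each genotype, and the difference of the age changes between genotypes, an interaction contrast. The comparisons, their tests, 23 gene lists and the rule for naming genes were fixed before the data were examined. The rule took, per comparison, the 3 largest rises and the 3 largest falls among called protein-coding genes with a mean of at least 100 counts in the higher group and no overlap between the libraries compared. The overlap condition was not used for the interaction. It added sod-2 and list members called between genotypes. Lists were tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01, two-sided, and Benjamini-Hochberg adjustment over all lists and comparisons. In the list of DAF-16 activated genes 16 of 17 symbols were matched.

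The alternatives fixed at the same time were DESeq2 size factors, upper quartile factors and library size alone in edgeR, no filter on low counts, a mean of at least 50 counts, the Wald test of DESeq2 1.42.0, a fit of only the groups compared, a block on the replicate number, and each library left out in turn. For lists, fry and camera with an estimated correlation were also run. A fit with the trend of each library along transcript length removed (natural spline, 4 degrees of freedom) and limma voom with a quality weight per library were chosen after seeing the data. So were a list of body wall muscle genes and a list of molting genes, used only in tests of technical and developmental explanations. Correlations across genes describe the libraries, since genes are not independent replicates. Where 2 effects shared libraries, splits of the shared libraries gave values without sharing. For the genotype effect at day 8 alone, 100 sets of unchanged mutants were simulated around the mean of the wild-type libraries of day 8. Drawn this way, they leave out the error that the 2 effects share, so their value does not measure sharing. Relabelings of the libraries were exact where all could be listed.

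The fits were tested on simulated counts drawn for the real genes, with 200 genes changed by 1, 2 or 3 log2 units. At day 1, 47.5% of the changed genes were recovered among 16604 fitted genes, from 0% at 1 log2 unit to 81.69% at 3, with 11 false calls among 106. At day 8, 57.5% were recovered, with 5 false calls among 120. These changes were the same at both ages, and the difference of the age changes gave 0 calls. With the changes at day 1 alone, that difference was recovered for 22% of the 200 genes among 16684 fitted genes, from 0% at 1 log2 unit and 8.57% at 2 to 53.5% at 3, with 0 false calls among 44. Imposed length trends were recovered with a correlation of 0.9991 between the simulated and estimated slopes. The imposed slopes rose in library order, so at day 8 each mutant slope was above each wild-type slope. With these trends imposed, the day 8 comparison gave 14 false calls without length correction, at 57.5% recovered. It gave 2 with the correction, at 58.5% recovered. In the data the steepest day 8 slopes were those of wild-type replicate 1 (-0.418) and mutant replicate 2 (-0.229). These false calls are therefore not an estimate for the data. The main fit used no length correction. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. GC content was not tested, because a genome sequence was not used here.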

Results

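The series compared the transcriptome of sod-2 mutants with that of wild type early and later in adult life, under a title that asks how these mutants come to live longer. Whole worms gave 11 libraries of polyA RNA. At day 1 of adulthood the 3 wild-type libraries held 35502241, 37697674 and 35378865 counts and the 2 mutant libraries 39971436 and 38328705. At day 8 the wild-type libraries held 39014308, 38021460 and 40173928 counts and the mutant libraries 34858078, 40571306 and 44673148. The 10 most abundant genes took between 4.67% and 8.73% of the counts of a library.

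Every pair of replicates differed by more than counting noise, with a chi-square per degree of freedom between 23.24 and 681 over 12761 genes, so no library was a duplicate of another. The Pearson correlation of log2 CPM between replicates, across genes, ran from 0.9296 for the 2 mutant libraries of day 1 to 0.9883 for wild-type replicates 1 and 2 of day 1. In a principal component analysis of log2 CPM the first component held 67.7% of the variance and separated the ages. The second held 10.1% and placed wild-type replicate 1 and mutant replicate 2 of day 8 at -52.97 and -59.58, while the other 4 libraries of day 8 lay between 9.42 and 56.68. It also separated the genotypes at day 1, with the mutant libraries at -47.63 and -49.96 and the wild-type libraries between 17.12 and 31.87.

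The targeted gene was examined first, since it checks the genotype labels. The gene sod-2 (WBGene00004931) lies on chromosome I from 8434550 to 8435807 in WBcel235, on the plus strand, and its exons overlap those of dpt-1 on the opposite strand. Wild-type libraries held 2885, 2796 and 4303 counts at day 1 and 8136, 3672 and 4181 counts at day 8. The mutant libraries held 1 and 1 counts at day 1 and 3, 6 and 2 counts at day 8. The mean level was 104 ± 20.4 CPM (SD, n = 3) in wild type and 0.026 ± 0.00206 CPM (SD, n = 2) in the mutant at day 1. At day 8 it was 126 ± 38 CPM (SD, n = 3) in wild type and 0.0801 ± 0.0332 CPM (SD, n = 3) in the mutant. The log2 fold change was -11.81 (SE 0.601, adjusted p = 2.74e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) at day 1, where sod-2 was at least 1340-fold lower. At day 8 it was -10.55 (SE 0.448, adjusted p = 3.27e-07, same test). No library ran against its genotype label. Among the fits that each left out 1 library, the day 8 value ran from -10.99 without mutant replicate 2 of day 8 to -10.15 without wild-type replicate 1 of day 8.

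**Figure D1:**
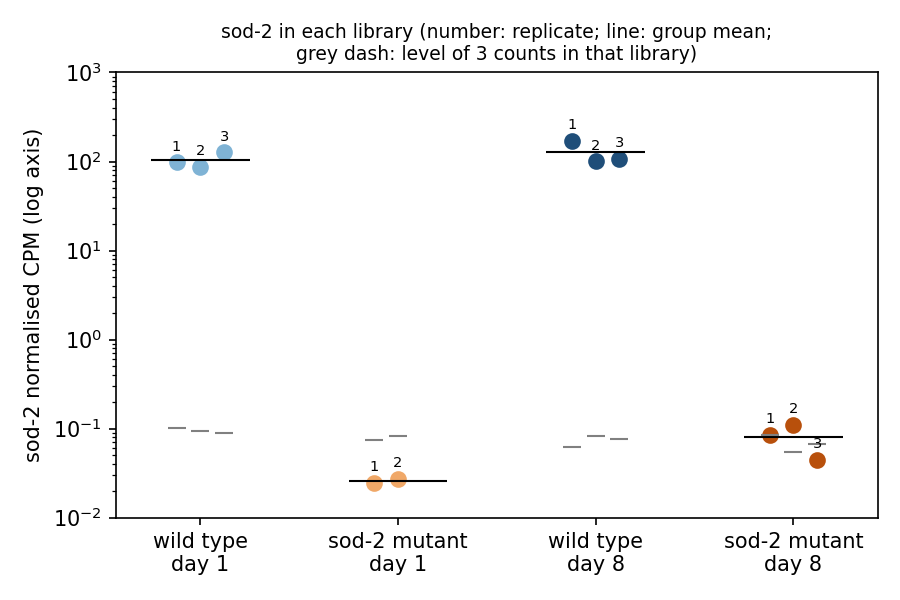
Level of sod-2 in scaled CPM on a log axis, with 1 point per library and the group mean. The wild-type libraries lie between 87.9 and 170 CPM and the mutant libraries between 0.0245 and 0.11 CPM.

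The comparison of genotypes at day 1 asked which transcripts differ in young adults. Of 17237 tested genes, 327 were called (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 301 of them higher and 26 lower in the mutant, so that 92% were higher. At an unadjusted p under 0.05 there were 1976 genes. The libraries of the 2 genotypes did not overlap at any of the 327 genes, where 20% of genes would be separated by chance with 3 libraries against 2. That rate is for genes not chosen by a test. The 327 were chosen by a test on the same libraries, so their separation adds no support to the calls. The smallest absolute log2 change among the calls was 1.08 and the median was 3.08. By ratio, fitting only the 5 libraries of day 1 moved the count most, to 15 genes, all of them among the 327, of which 66.7% were higher. In the other direction, no filter on low counts gave 935 genes and the Wald test of DESeq2 756. Without wild-type replicate 1 of day 1 it was 59 genes, all among the 327, and without wild-type replicate 2 of day 1 it was 122. It was 175 without wild-type replicate 3 of day 1, 186 without wild-type replicate 2 of day 8, and 180, 209 and 165 without mutant replicates 1, 2 and 3 of day 8.

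**Figure D2:**
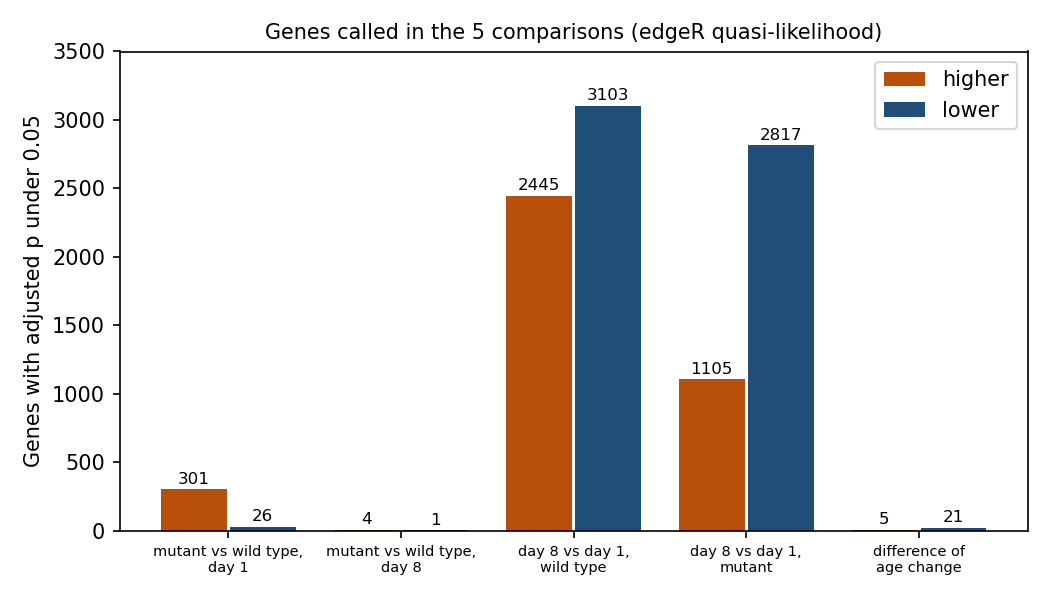
Number of genes with an adjusted p under 0.05 (edgeR quasi-likelihood test) in each of the 5 comparisons, with higher and lower genes as separate bars from 0. The genotypes differed at 301 higher and 26 lower genes at day 1 and at 4 higher and 1 lower gene at day 8, while 2445 rose and 3103 fell with age in wild type.

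The largest rise at day 1 by the naming rule was that of F22B3.7 (WBGene00009038, chromosome IV, 11417581 to 11421796), with 38.2 ± 16.9 CPM (SD, n = 2) in the mutant and 0.0295 ± 0.0512 CPM (SD, n = 3) in wild type. It was at least 403-fold higher (fitted log2 10.12, SE 1.28, adjusted p = 0.00399, edgeR with Benjamini-Hochberg adjustment). C08E3.13 (chromosome II, 1631995 to 1632316) was at least 32.7-fold higher and srw-86 (chromosome V, 19400077 to 19400719) at least 35.4-fold higher. The call of C08E3.13 was lost when any of the 3 wild-type libraries of day 1 was left out, and over the 18 alternatives that could be tested its adjusted p ran from 3.53e-06 to 0.0971 (edgeR, DESeq2 and limma voom). In the fit of only the day 1 libraries the calls of F22B3.7, C08E3.13, srw-86 and dhs-26 were lost and that of fat-7 was not. Besides sod-2, the largest falls were those of dhs-26 and fat-7. The dehydrogenase gene dhs-26 (WBGene00000989, chromosome X, 3360722 to 3362493, overlapping ZK816.1 on the opposite strand) had 28.4 ± 5.31 CPM (SD, n = 3) in wild type and 1.41 ± 0.749 CPM (SD, n = 2) in the mutant, a log2 change of -4.33 (SE 0.403, adjusted p = 0.000905, edgeR with Benjamini-Hochberg adjustment). The fatty acid desaturase gene fat-7 (WBGene00001399, chromosome V, 7151353 to 7153146) had 364 ± 56.9 CPM (SD, n = 3) in wild type and 19.4 ± 5.75 CPM (SD, n = 2) in the mutant, a log2 change of -4.23 (SE 0.572, adjusted p = 0.00415, same test).

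Among members of the fixed lists, calls at day 1 included the metallothionein gene mtl-1 (log2 4.65), the ferritin gene ftn-1 (2.85) and the transhydrogenase gene nnt-1 (2.22), all of the DAF-16 activated list. They also included gst-14 (4.17), cyp-33C8 (4.57), clec-4 (5.29), ugt-19 (3.21) and fbxa-163 (4.34), and among those lower clec-48 (-2.81), ugt-41 (-1.65) and the lysozyme gene ilys-5, at 773 ± 30.9 CPM (SD, n = 3) in wild type and 157 ± 5.75 CPM (SD, n = 2) in the mutant. Of the DAF-16 repressed list, dod-20 (2.80) and dod-22 (3.08) were called higher and fat-7 lower. In the fit of only the day 1 libraries mtl-1, ftn-1, nnt-1, dod-20, dod-22, clec-4, clec-48, ugt-41 and fbxa-163 were not called. The calls of gst-14, cyp-33C8, ugt-19 and ilys-5 were kept there. The calls of mtl-1, nnt-1 and ugt-41 were also lost without any 1 of the wild-type libraries of day 1. That of ftn-1 was lost without replicate 1 or 2, and those of clec-48 and dod-22 without replicate 1. Under voom the calls of ftn-1 and nnt-1 were lost. That of mtl-1 was lost with the replicate block and without any 1 of the mutant libraries of day 8. In all, ugt-41 lost its call in 12 alternatives and dod-20 in 11, upper quartile factors among them for both. The exons of nnt-1 overlap those of C15H9.9. Some of these calls rest on low wild-type levels at day 1. The means there were 0.0732 CPM for mtl-1 (at most 4 counts), 0.138 CPM for dod-20 (at most 5 counts) and 0.575 CPM for ftn-1. In the mutant at day 1 mtl-1 and ftn-1 had means of 1.92 and 4.16 CPM, against 384 and 144 CPM in wild type at day 8.

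Of the 23 lists, 9 were called by camera at day 1, 3 higher and 6 lower. In each of the 5 comparisons the median of every called list kept its sign under the 3 other scalings. None of these 9 was called by fry or by camera with an estimated correlation, where 5 and 0 lists had an unadjusted p under 0.05. The list of 12 genes of p38 innate immunity had a median log2 change of 1.56, with 11 of 12 members higher (camera adjusted p = 1.2e-06, fry adjusted p = 0.0527, limma). Over all genes 4 of its members were called, all higher, and adjusted over the list alone 8 were called higher and 1 lower. F-box A proteins had a median of 0.86 (0.66 with genes at the floor set to their bound), with 127 of 146 higher, 7 called over all genes and 22 higher and 1 lower adjusted over the list alone. Without mutant replicate 1 of day 1 their median was 0.57. Cytosolic ribosomal proteins had a median of -0.30, with 74 of 76 lower, and proteasome subunits -0.34, with 32 of 32 lower. With library size alone, which shifted the median of all genes by 0.166, these medians were -0.12 and -0.17. In both lists 0 members were called over all genes and 0 adjusted over the list alone, with 0 at an unadjusted p under 0.05. DAF-16 activated genes had a median of 0.53 (camera adjusted p = 0.117, limma), and 0.24 without mutant replicate 1 of day 1. Of these 3 were called over all genes, all higher, and 5 higher and 1 lower adjusted over the list alone. DAF-16 repressed genes had a median of 0.35 (camera adjusted p = 0.481, limma), with 2 called higher and 1 lower over all genes. Antioxidant enzymes (median 0.16, and 0.00265 without mutant replicate 1 of day 1) and the mitochondrial unfolded protein response (0.25, and 0.14 without replicate 2) were not called either. Among the antioxidant enzymes sod-2 alone was called over all genes, and 1 higher and 1 lower adjusted over the list alone.

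Vitellogenins, the yolk proteins, had a median of -1.32 at day 1, with 6 of 6 lower, 0 called over all genes, 3 lower adjusted over the list alone and 4 at an unadjusted p under 0.05. Oocyte and eggshell genes had a median of -0.36, with 22 of 24 lower, 0 called either way and 0 at an unadjusted p under 0.05. Without mutant replicate 1 of day 1 the median was -0.22, and with library size alone it was -0.19. Lysozymes had a median of -1.24 (-1.03 with genes at the floor set to their bound), but -0.05 without wild-type replicate 3 of day 1. Lysozyme calls over all genes were 1 higher and 1 lower, and adjusted over the list alone 2 higher and 3 lower. Cuticle collagens had a median of 1.62, with 1 of 128 called over all genes and 40 adjusted over the list alone, all higher. Their median was -0.63 without mutant replicate 2 of day 1 and 2.45 without replicate 1, so the 2 mutant libraries placed the list on opposite sides of wild type. Major sperm proteins had a median of -0.83, with 28 of 28 lower, 0 called either way and 0 at an unadjusted p under 0.05, and the value was -2.65 without mutant replicate 2 and -0.04 without replicate 1.

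The same comparison at day 8 asked whether the genotypes differ later in adult life. It called 5 genes, 4 higher and 1 lower in the mutant, and 711 genes had an unadjusted p under 0.05. The libraries of the genotypes did not overlap at any of the 5 genes, where 10% of genes would be separated by chance with 3 libraries against 3. These genes too were chosen by a test on the same libraries, so their separation adds no support. The alternative that moved the count most was voom with library quality weights, chosen after seeing the data, which called 188 genes, and the Wald test of DESeq2 called 114. Without wild-type replicate 2 or replicate 3 of day 8 only sod-2 was called. Without mutant replicate 2 of day 8 the count was 3, and without mutant replicate 2 of day 1 it was 10. Without wild-type replicate 1 of day 8 it was 7, of which 42.9% were higher, with 1695 genes at an unadjusted p under 0.05.

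The protease gene cpr-5 (WBGene00000785, chromosome V, 1132598 to 1134036) had 5.48 ± 2.01 CPM in wild type and 93.1 ± 53.9 CPM in the mutant at day 8 (SD, n = 3 each), a log2 change of 4.09 (SE 0.473, adjusted p = 0.00943, edgeR with Benjamini-Hochberg adjustment). The collagen gene col-93 (WBGene00000668, chromosome III, 10984552 to 10985609) had 0.268 ± 0.00954 and 4.28 ± 2.25 CPM, a log2 change of 3.98 (SE 0.512, adjusted p = 0.0207, same test in edgeR). The channel gene acd-1 (WBGene00016064, chromosome I, 4103698 to 4108167) had 0.483 ± 0.0361 and 5.84 ± 1.02 CPM, a log2 change of 3.59 (SE 0.38, adjusted p = 0.00541, same test in edgeR). The calls of all 3 were lost without wild-type replicate 2 or 3 of day 8. That of col-93 was also lost without wild-type replicate 1, mutant replicate 2 or mutant replicate 3 of day 8, and those of col-93 and cpr-5 in the fit of only the day 8 libraries. Over the alternatives the highest adjusted p was 0.23 for cpr-5 and col-93 and 0.142 for acd-1 (edgeR). The other call, asp-8 (WBGene00019105, chromosome V, 3024549 to 3027931), fell outside the naming rule and was chosen after its values were seen. It had 3.31 ± 0.869 CPM in wild type and 13.3 ± 1.33 CPM in the mutant, a log2 change of 2.01 (SE 0.284, adjusted p = 0.0438, same test in edgeR). Its call was lost under each of the other scalings and in the fit of only the day 8 libraries. It was also lost with the replicate block and without wild-type replicate 2 or 3 of day 8.

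At day 8 camera called 9 lists, 4 higher and 5 lower. None of the 9 was called by fry, which called 1 other list, the antioxidant enzymes (lower, adjusted p = 0.0445, limma), whose 26 members include sod-2. With an estimated correlation 0 lists were called and 1 had an unadjusted p under 0.05. The p38 list had a median of -0.91, with 9 of 12 lower, 0 called over all genes, 1 lower adjusted over the list alone and 6 at an unadjusted p under 0.05. Its median was -0.40 without wild-type replicate 1 of day 8. DAF-16 repressed genes had a median of -0.32, -0.10 without that library and -0.87 without mutant replicate 2 of day 8. The endoplasmic reticulum unfolded protein response had a median of -0.25 with 15 of 17 lower, and -0.13 without wild-type replicate 3 of day 8. Proteasome subunits had a median of -0.17 with 31 of 32 lower, but 0.01 without mutant replicate 2 and -0.32 without mutant replicate 1 of day 8.

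Leaving out wild-type replicate 1 of day 8 moved the mitochondrially encoded proteins from a median of -0.29 to 0.35 and the F-box A list from 0.14 to 0.70, and leaving out mutant replicate 2 of day 8 moved them to -0.69 and -0.16. Cuticle collagens had a median of 0.43 (0.35 with genes at the floor set to their bound) and glutathione S-transferases 0.26, at 0.71 and 0.67 without wild-type replicate 1 and 0.24 and -0.05 without mutant replicate 2. Major sperm proteins had a median of 0.27, but -0.09 without wild-type replicate 1 and 2.14 without wild-type replicate 3. Of the members of these 9 lists, col-93 alone was called over all genes. Adjusted over the list alone, 8 collagens were called, all higher, and beside the p38 gene 1 DAF-16 repressed gene, lower.

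The genotype effects at the 2 ages were compared across genes. As differences of mean log2 CPM they shared no library and had a Pearson correlation of 0.198 and a Spearman correlation of 0.19 over 17237 genes, or 0.185 (Pearson) without sod-2. Of the 200 relabelings of the libraries within each age, 76 gave an absolute Pearson correlation as large (exact p = 0.38). The value was 0.0329 without mutant replicate 2 of day 1 and 0.301 without wild-type replicate 1 of day 8. Of the 326 calls of day 1 other than sod-2, 229 (70.2%) had the same sign at day 8 by the log2 changes of the edgeR fit, and 72.1% by differences of mean log2 CPM. By the latter, 3 of 20 relabelings of the day 8 libraries gave a share as large (exact one-sided p = 0.15). The genes raised at day 1 had a median fitted log2 change of 3.18 at day 1 and 0.30 at day 8. Of the 5 genes called at day 8, 3 were among those called at day 1, with the same direction.

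The comparison of day 8 with day 1 in wild type asked how the transcriptome changes over the first week of adulthood. It called 5548 genes, 2445 higher and 3103 lower at day 8, and the libraries of the ages did not overlap at 5502 of them, where 10% would be separated by chance. Voom with library quality weights moved the count most, to 10214. The share of higher genes among the calls was 44.1%, but 55.6% with scaling by library size alone, which moved the median of all genes by 0.258 log2 units. In sod-2 mutants 3922 genes were called, 1105 higher and 2817 lower, and the libraries did not overlap at 3792 of them, where 20% would be separated by chance. In both genotypes the rate by chance is for genes not chosen by a test, so the separation of called genes adds no support. Without mutant replicate 3 or 1 of day 8 the mutant count was 2291 or 2455.

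By fitted log2 change, the 3 largest rises in wild type were those of F56D6.8, F56D6.9 and dct-8. These neighbours on chromosome IV, between 3892327 and 3895506, were at least 732-fold, 470-fold and 405-fold higher at day 8. The wild-type libraries of day 1 held 0 counts of these genes, and the exons of F56D6.9 overlap those of oac-21. In the mutant F56D6.8 was at least 518-fold and dct-8 at least 272-fold higher, and col-183 (chromosome X, 13466643 to 13467764, overlapping F02D10.10 on the opposite strand) was at least 2740-fold higher. The rise of col-183 was not particular to the mutant. It went from 0.0218 ± 0.0189 to 207 ± 142 CPM in wild type (SD, n = 3 each), and reached 214 ± 114 CPM (SD, n = 3) in the mutant. Its wild-type level at day 8 was above the 69.4 CPM of F56D6.8, so the order by fitted change is not that of the lower bounds. The largest falls in wild type were those of collagen genes. The level of col-93 went from 1440 ± 487 CPM to 0.268 ± 0.00954 CPM (SD, n = 3 each; log2 -12.37, SE 0.677, adjusted p = 1.72e-06, edgeR with Benjamini-Hochberg adjustment). The neighbouring col-92 fell by 11.58 on the log2 scale and col-145 was at least 139-fold lower. In the mutant Y47D7A.15, Y48G8AL.12 and col-146 were at least 2560-fold, 273-fold and 1400-fold lower at day 8. Their day 1 levels differed widely between the 2 mutant libraries, at 177 ± 243, 18.9 ± 25.9 and 96.7 ± 114 CPM (SD, n = 2).

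By camera 9 lists were called with age in wild type and 8 in the mutant. Fry called 8 of the 9 and 6 of the 8, and camera with an estimated correlation called 0 in either genotype, with 0 at an unadjusted p under 0.05. Major sperm proteins fell in both genotypes, by medians of -6.55 in wild type and -5.47 in the mutant, with 28 of 28 members called lower both over all genes and adjusted over the list alone. Cuticle collagens had medians of -3.89 and -4.97, with 86 and 94 of 128 called lower and 10 and 7 higher over all genes, and 88 and 99 lower adjusted over the list alone. With genes at the floor set to their bound the medians were -3.76 and -4.97. In the mutant these collagen and sperm medians were -2.95 and -3.68 without replicate 2 of day 1. Nuclear-encoded respiratory chain genes had medians of -0.89 and -0.85, with 36 of 36 lower in each genotype. Of these 24 and 14 were called over all genes and 29 and 24 adjusted over the list alone. DAF-16 activated genes had medians of 0.74 and 0.67, with 8 and 6 called higher and 1 and 3 lower over all genes, and 8 and 8 higher adjusted over the list alone. In wild type the median was 1.30 without replicate 3 of day 8.

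Lysozymes had medians of 1.00 in wild type and 0.90 in the mutant, with 7 and 4 called higher and 2 and 0 lower over all genes, and 7 and 5 higher adjusted over the list alone. In wild type the lysozyme median was 1.73 without replicate 3 of day 1. F-box A proteins had medians of 1.46 (1.26 with genes at the floor set to their bound) and 0.56, with 68 and 16 called higher and 8 and 11 lower over all genes. Adjusted over the list alone 74 and 15 were higher. The wild-type median was 0.91 without wild-type replicate 1 of day 8, and the mutant median 0.32 without mutant replicate 2 of day 1 and 0.92 without mutant replicate 1 of day 8. In the mutant the F-box A list was called by camera but not by fry (adjusted p = 0.423, limma). Cytosolic ribosomal proteins were called in wild type (median -0.65, 24 called lower over all genes and 28 adjusted over the list alone) and not in the mutant (median -0.20, and -0.02 without mutant replicate 3 of day 8). Mitochondrially encoded proteins had medians of -0.49 in wild type, -0.93 without replicate 1 of day 8 and -0.05 without replicate 2, and -1.35 in the mutant, where camera called the list and fry did not. SKN-1 activated genes had medians of -0.38 and -0.83 and were called by camera in the mutant and not in wild type, where the median was -0.65 without replicate 1 and -0.11 without replicate 2 of day 8. Fry called the list lower in both genotypes (adjusted p = 0.0445 in wild type and 0.00628 in the mutant, limma), and the difference was not called (camera adjusted p = 0.102, fry adjusted p = 0.235). Proteasome subunits had medians of -0.46 and -0.32 and were called in wild type by camera but not by fry, and the mutant median was -0.07 without mutant replicate 2 of day 8 and -0.09 with the length trend removed. With library size alone the shift of the median of all genes was 0.258 in wild type and 0.186 in the mutant, and with DESeq2 size factors 0.108 and 0.094.

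The age changes of the 2 genotypes were compared across genes, with no library in common. Their Pearson correlation was 0.871 and their Spearman correlation 0.852, and the slope of the mutant change on the wild-type change by total least squares was 0.849. Without mutant replicate 2 of day 1 the Pearson correlation was 0.756 and the slope 0.69, and without mutant replicate 1 of day 1 the slope was 1.13. Of the genes called, 3182 were called in both genotypes, and 3172 of these changed in the same direction.

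**Figure D3:**
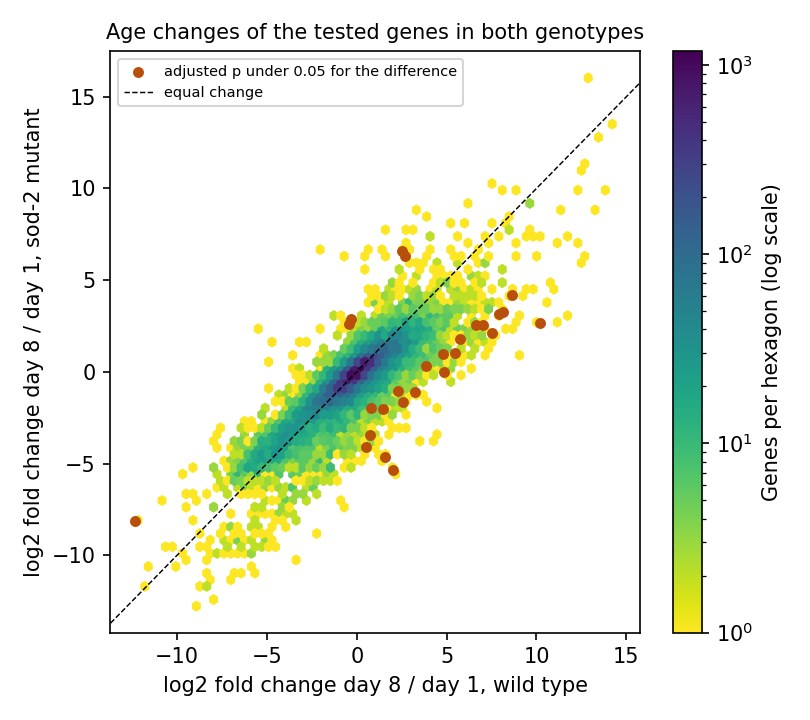
Log2 fold change from day 1 to day 8 in the mutant against that in wild type for the 17237 tested genes, coloured by the number of genes per hexagon on a log scale, with a dashed line of equal change. The 26 genes called for a difference of the age change are marked, and the Pearson correlation across genes is 0.871.

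The difference of the age changes asked whether the genotypes change differently with age, and it was tested as an interaction. It called 26 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 5 with a more positive and 21 with a more negative change in the mutant, and 1145 genes had an unadjusted p under 0.05. Of the alternatives, no filter on low counts moved the count upwards most, to 255 genes that included all 26, while library size alone called 0, with 999 at an unadjusted p under 0.05. Of the 9 fits that each left out 1 library and kept at least 2 per group, 6 called 0 genes, with 807 to 1246 at an unadjusted p under 0.05. The highest count, without wild-type replicate 1 of day 8, was 14.

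Of the 26 genes, 25 were also called between genotypes at day 1, each with the opposite sign, and the exception was col-93. The absolute genotype effect was smaller at day 8 than at day 1 for 24 of the 26, with a median of 4.04 log2 units at day 1 and 0.64 at day 8. The largest positive differences by the naming rule were those of col-93 (4.22), dhs-26 (4.06) and T22B7.7 (3.66), and the largest negative ones those of Y41D4B.15 (-7.55), F55G11.7 (-7.37) and clec-4 (-6.18). Adjusted p-values in edgeR were 0.0498, 0.0158 and 0.0498 for the first 3 and 0.0306, 0.0417 and 0.0158 for the others. The level of dhs-26 went from 28.4 ± 5.31 to 163 ± 20.3 CPM in wild type (SD, n = 3 each) and from 1.41 ± 0.749 (SD, n = 2) to 135 ± 19.6 CPM (SD, n = 3) in the mutant. That of clec-4 (chromosome II, 12578331 to 12581113) went from 1.91 ± 0.224 to 5.6 ± 3.6 CPM in wild type (SD, n = 3 each) and from 75.2 ± 51.7 (SD, n = 2) to 3.03 ± 1.14 CPM (SD, n = 3) in the mutant. T22B7.7 lies on chromosome X (5651865 to 5654074), and Y41D4B.15 (1564081 to 1567716) and F55G11.7 (12960436 to 12962155) on chromosome IV. Y41D4B.15 had 0 counts in all wild-type libraries of day 1 and at most 15 counts in the mutant libraries of day 1. Its value is that of the fit and rests on these low counts. No bound against the floor was computed for it, so its size and its rank are uncertain. The size and rank of F55G11.7 are uncertain as well. At day 1 it had 0.0716 ± 0.0428 CPM (SD, n = 3) in wild type, at most 4 counts, and 7.45 ± 7.47 CPM (SD, n = 2) in the mutant.

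For lists, camera called 9 differences of the age change, 4 higher and 5 lower. Only that of p38 innate immunity was called by fry as well (median -2.51, 11 of 12 lower; camera adjusted p = 6.03e-12, fry adjusted p = 0.0445, limma). With an estimated correlation its adjusted p was 0.76, and 0 lists were called, with 1 at an unadjusted p under 0.05. Over all genes 2 of the 12 members were called lower, and adjusted over the list alone 9 were called lower and 1 higher. The median was -1.71 without wild-type replicate 1 of day 8 and -2.80 without mutant replicate 2 of day 1. The list shares 2 genes with the DAF-16 repressed list, 2 with the C-type lectins and 1 with the lysozymes. The p38 age change had a median of 1.41 in wild type (camera adjusted p = 0.000345, limma), with 6 called over all genes and 6 adjusted over the list alone, all higher, and of -0.14 in the mutant, where the sign differed under 2 of the 3 other scalings.

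The other 8 lists called by camera for this difference were not called by fry. Cytosolic ribosomal proteins (median 0.43, 76 of 76 higher) and vitellogenins (1.20, 6 of 6 higher) had a more positive age change in the mutant. In both lists 0 members were called over all genes and 0 adjusted over the list alone. At an unadjusted p under 0.05 there were 0 ribosomal genes and 1 vitellogenin. Major sperm proteins had a median of 1.12, with 0.33 without mutant replicate 1 of day 1 and 3.14 without wild-type replicate 3 of day 8. HIF-1 activated genes had a median of 0.23, and 0.04 without mutant replicate 2 of day 8. Without wild-type replicate 1 of day 8 the 4 lower lists moved towards 0. Their medians went from -0.54 to -0.05 for DAF-16 activated genes, from -1.05 to -0.45 for DAF-16 repressed genes, from -0.86 to -0.31 for mitochondrially encoded proteins and from -0.63 to -0.10 for F-box A proteins.

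The wild-type age change and the genotype effect at day 8 share the wild-type libraries of day 8, so a negative correlation arises without any effect of genotype. The Pearson correlation across genes was -0.256 (Spearman -0.239), and over 100 simulated sets of unchanged mutants the mean was -0.0339, with a range from -0.0537 to -0.0118. These mutants were drawn around the mean of the same wild-type libraries, so the shared error cancels. The simulation therefore cannot show what sharing produces. Over all 20 relabelings of the day 8 libraries the mean was -0.137. With different wild-type libraries in the 2 effects it ran from -0.288 to 0.154 over 6 splits, with a mean of -0.0755. Of the 20 relabelings of the day 8 libraries, 8 gave a value as low (exact one-sided p = 0.4), so the value lay among those of other groupings. It was -0.43 without wild-type replicate 3 of day 8.

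The libraries of day 8 differed in how abundance went with transcript length. Per doubling of length, the log2 level of wild-type replicate 1 changed by -0.418 and that of mutant replicate 2 by -0.229, relative to the mean of its group. The other day 8 libraries had slopes between 0.0495 and 0.219. Against the other libraries of its group, wild-type replicate 1 had a median difference of 0.91 log2 units over the 1266 genes with the shortest transcripts (median 460.5 nt) and -1.41 over the 1267 with the longest (median 4047 nt). The values of mutant replicate 2 were 0.51 and -0.81. These libraries had the highest TMM factors, 1.23 and 1.34.

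**Figure D4:**
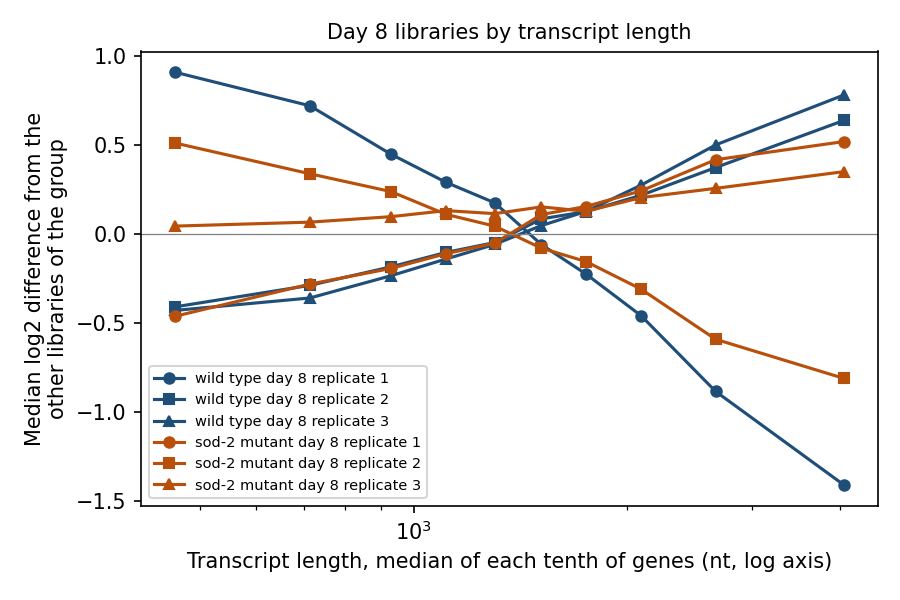
Median log2 difference of each day 8 library from the other libraries of its group, by the median transcript length (nt, log axis) of each of 10 equal classes of genes. Wild-type replicate 1 goes from 0.91 to -1.41 and mutant replicate 2 from 0.512 to -0.811, while the other libraries rise with length.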

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

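The tests of scaling, of transcript length and of single mutant libraries for these genes, and that of a split that follows the length trend, were chosen only after the result was seen.

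A test of the difference between the genotypes' age changes singled out 26 genes and the list of p38 innate immunity. The named genes among the 26 had log2 differences of 4.22 for col-93, 4.06 for dhs-26, 3.66 for T22B7.7, -7.55 for Y41D4B.15, -7.37 for F55G11.7 and -6.18 for clec-4. The size for Y41D4B.15 is uncertain, because it was fitted with 0 counts in all wild-type libraries of day 1. That for F55G11.7 is uncertain as well. It had at most 4 counts in the wild-type libraries of day 1 and from 2.17 to 12.7 CPM in the mutant libraries of day 1. The calls of these 6 genes were lost in 9 to 14 of the 18 alternatives that could be tested, with the sign kept in all 20. The highest adjusted p over the alternatives was 0.231 for col-93, 0.19 for dhs-26, 0.267 for T22B7.7, 0.231 for Y41D4B.15, 0.231 for F55G11.7 and 0.21 for clec-4 (edgeR).

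Scaling between libraries does not account for the sizes of these differences. The other scalings shifted the difference of all genes by at most 0.0796 log2 units, and the smallest of the 26 was 2.74. The calls themselves did depend on the scaling. Of the 26, 15 were kept with DESeq2 size factors, 3 with upper quartile factors and 0 with library size alone, where 999 genes had an unadjusted p under 0.05. With the length trend of each library removed, 100% of the 26 calls were kept and 69 genes were called, which argues against that trend as the whole cause. With either mutant library of day 1 alone, 26 of 26 genes kept their sign, with median absolute differences of 3.78 and 4.1 log2 units. A part played by 1 of these 2 libraries alone cannot be told apart from a difference shared by both, because the genes were chosen by a test that used both.

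Of 100 drawn splits of the libraries within each age, out of 200 possible, 5 gave at least as many genes as the real one, the real one included. Of these 5, 4 kept the true genotypes at day 1 and so still held the day 1 difference, which makes them no measure of chance at that age. All 7 drawn splits with the true day 1 genotypes gave calls, from 8 to 250 genes, and from 19 to 287 with the length trend removed. Of the 93 others, 1 gave calls, 1272 genes, and with the trend removed it gave 0 and none of the 93 gave more than 3. That split set wild-type replicate 3 and mutant replicate 1 of day 1 with wild-type replicates 2 and 3 and mutant replicate 1 of day 8, and its fall to 0 is in line with the length trend as the source of its calls. The 92 splits with 0 genes had 54 to 4374 at an unadjusted p under 0.05. Splits with other day 1 genotypes put the day 1 difference into the spread within their groups. Few calls in these splits can follow from that spread, so they do not measure chance either.

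With the length trend removed, calls beyond 3 genes thus appeared only in drawn splits with the true day 1 genotypes. With the true day 1 genotypes, other groupings of the day 8 libraries gave as many genes or more, so the count of 26 does not show which day 8 grouping is the real one. Each of 6 fits that left out 1 library gave 0 genes, with 807 to 1246 at an unadjusted p under 0.05. On simulated counts 53.5% of differences of 3 log2 units and 8.57% of those of 2 were recovered with all libraries, so a count of 0 with fewer does not exclude a difference. A genotype difference that is larger at day 1 than at day 8 may underlie these genes, since 25 of the 26 were also called at day 1 and 24 had a smaller effect at day 8. It was found and tested on the same data and stays a hypothesis.

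For the p38 list the median difference was -2.51, with 11 of 12 genes lower. Under the 3 other scalings it was -2.55, -2.53 and -2.65, and with the length trend removed -2.40, and over the fits that each left out 1 library it ran from -2.80 to -1.71. The list was called by camera and fry of limma but not with an estimated correlation (adjusted p = 0.76). Its genes were higher in the mutant at day 1 (median 1.56) and lower at day 8 (median -0.91). A difference in bacterial exposure between plates was not tested, and the set tests disagreed on whether the age change of this list differs between genotypes.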

How the results depend on the processing

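The targeted gene sod-2 kept its direction and its call at both ages under every alternative that could be tested. None of the 68 other named results changed direction in any alternative. Their calls were lost for 8, 15 and 13 results under DESeq2 size factors, upper quartile factors and library size alone, for 5 of 61 with a mean of at least 50 counts, for 39 of 60 with only the groups compared, for 1 with the length trend removed and for 11 under voom. None was lost with no filter or under DESeq2. Of 748 values from fits that each left out 1 library, 630 were tested, of which 431 kept their call and 199 lost it. The other 118 came from fits with 1 library in an arm and had no test, and 21 of them moved by more than 1 SE. Removing the length trend and voom with quality weights were chosen after seeing the data.

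At day 1 the 327 genes between genotypes became 212 with upper quartile factors, 216 with a mean of at least 50 counts, 935 with no filter and 756 under DESeq2, which included all 327. With only the groups compared, 15 genes were called, from fewer libraries. At day 8 the 5 genes became 104 with no filter, 114 under DESeq2, 2 with only the groups compared, 10 with the length trend removed and 188 under voom. The 5 genes were among those called in each of these but the fit of the groups compared. Voom gave 10214 genes in place of 5548 for age in wild type, 5528 of them shared, and 2506 in place of 3922 in the mutant, 2388 of them shared. It gave the lowest weights, 0.173 and 0.258, to wild-type replicate 1 and mutant replicate 2 of day 8. Apart from the fit of the groups compared, the cause of these changes was not tested.

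For the difference of the age changes the 26 genes became 15 with DESeq2 size factors, 3 with upper quartile factors, 0 with library size alone (999 at an unadjusted p under 0.05), 255 with no filter, 15 with a mean of at least 50 counts, 243 under DESeq2, 69 with the length trend removed and 128 under voom. The cause was not tested.

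The share of higher genes among the calls also moved with scaling and filter. With age in wild type it was 44.1%, but 55.6% with library size alone and 58.7% with a mean of at least 50 counts. In the mutant it was 28.2%, but 44.4% with the length trend removed and 45.6% with a mean of at least 50 counts. For the difference of the age changes it was 19.2%, but 33.3% of 3 genes with upper quartile factors, 8.24% of 255 with no filter and 42.9% of 14 without wild-type replicate 1 of day 8. At day 1 between genotypes it was 92%, but 66.7% of 15 with only the groups compared. At day 8 between genotypes it was 80% of 5. It was 42.9% of 7 without wild-type replicate 1 of day 8 and 60% of 10 with the length trend removed. Without mutant replicate 2 of day 1 it was 90% of 10.

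Across the 9 or 11 fits that each left out 1 library and kept 2 per group compared, the count ran from 59 to 413 genes between genotypes at day 1 and from 1 to 10 at day 8. It ran from 3875 to 6124 with age in wild type, from 2291 to 4336 in the mutant and from 0 to 14 for the difference of the age changes. The 6 fits with 0 genes had 807 to 1246 at an unadjusted p under 0.05. The correlation of the age changes ran from 0.756 to 0.873. Small changes are limited in all comparisons of genotypes: on simulated counts 0% of changes of 1 log2 unit were recovered at day 1 and 3.39% at day 8, and 8.57% of differences of 2 log2 units between age changes.

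For lists, camera with an estimated correlation called 0 in each of the 5 comparisons, where 0, 1, 0, 0 and 1 had an unadjusted p under 0.05. Fry called 0 lists between genotypes at day 1 (5 at an unadjusted p under 0.05), 1 at day 8 and 1 for the difference of the age changes.

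With a block on the replicate number the counts were 140 genes at day 1, 3 at day 8, 4956 and 2916 with age, and 0 for the difference (940 at an unadjusted p under 0.05). The calls of 28 named results were lost. The numbers did not pair the libraries: over 15 pairs of libraries with the same number the correlation of their deviations ran from -0.532 to 0.612 and was over 0.1 in 6.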

Other observations

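The tests of germ cells beside the length bias, of the length trend as the whole cause of the few calls at day 8, of a wild-type-like age change, of developmental position and of the gene present in 1 genotype were chosen only after the results were seen.

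Wild-type replicate 1 and mutant replicate 2 of day 8 lay apart from the other libraries of their groups. Their totals ranked 3 and 5 from the lowest of the 6 libraries of day 8, so neither had the most or the fewest counts. Inside a list of 30 body wall muscle genes the deviation fell with transcript length, with Spearman correlations of -0.814 and -0.742, and inside 24 oocyte and eggshell genes with -0.857 and -0.722. The permutation p was 1e-05, the smallest that 100000 permutations can give, in 3 of the 4 tests and 1e-04 for the oocyte genes of mutant replicate 2. Fewer germ cells alone would leave muscle genes without such a slope, so the value of -0.742 argues against that as the only cause. At equal length the oocyte genes lay below the muscle genes by log2 differences of -1.29 (SE 0.128) and -1.41 (SE 0.0845). A length bias, such as partial RNA degradation before polyA selection gives, together with a smaller share of germ cells or oocytes, may therefore describe these 2 libraries. RNA integrity was not analysed here.

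The same trend was tested as a source of the few genes called between genotypes at day 8. With it removed, 10 genes were called in place of 5, so the trend may add spread. Removing it left a contrast with day 1 in place, because these 10 were 2.49% of the 401 called at day 1 in that fit. How wide the contrast was depended on the fit. The Wald test of DESeq2 called 114 genes at day 8 and 756 at day 1, and with no filter the counts were 104 and 935. Voom called 188 and 348, with its lowest weights, 0.173 and 0.258, on the 2 libraries above. Leaving out wild-type replicate 1 of day 8 gave 7 genes at day 8, and 1695 at an unadjusted p under 0.05. Leaving out mutant replicate 2 of day 8 gave 3 and 474, against 5 and 711 in the main fit. These fits went in opposite directions and had fewer libraries. Which step of voom raised the count at day 8 was not tested, so spread in these libraries beyond the trend stays open beside a smaller genotype effect at day 8. The difference itself was tested gene by gene as the interaction.

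At day 1 most called genes were higher in the mutant. The lowest share under the 3 other scalings was 90.5%, against 92%, so scaling does not produce the imbalance. With the length trend removed 91.4% of the 327 calls were kept. DNA linked to the mutated locus would gather calls around sod-2, but 5 of 325 called genes (1.54%) lay within 2 Mb of it on chromosome I, against 869 of 17063 tested genes (5.09%; one-sided Fisher's exact p = 1). A strain difference elsewhere in the genome was not tested.

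The effect of genotype at day 1 correlated with the wild-type age change across genes (Pearson 0.373), and 177 of the 204 genes called in both changed in the same direction. These effects share the wild-type libraries of day 1, and unchanged mutants were not simulated for day 1. The count of 177 therefore has no value of sharing alone to be set against. With different wild-type libraries in each, the correlation ran from 0.0319 to 0.489 over 6 splits (mean 0.298). It was above 0 in all of them, but 4 of 10 labelings of the day 1 libraries gave a value as high (exact one-sided p = 0.4). A mutant transcriptome that is shifted along the age axis at day 1 and unrelated variation between the day 1 libraries cannot be told apart, because the value lay among those of other groupings of these libraries.

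The 2 mutant libraries of day 1 had the lowest correlation of all replicate pairs. Their difference rose with transcript length inside the muscle list (Spearman 0.838, permutation p = 1e-05, the smallest that 100000 permutations can give). It also followed development. A list of 24 molting genes was higher in replicate 2 by a median of 1.36 log2 units, or 0.80 with the length trend removed, with 19 of 24 higher. That lay at the 99.95 percentile of 10000 random lists matched on expression. Major sperm proteins were higher by 2.76 with the trend removed. Different positions in the larval to adult transition, beside a length bias, may explain this pair. Whether the mutants as a group were younger than wild type cannot be told apart from variation between these libraries. The molting list stood at percentile 89.06 in replicate 1 (median 0.27) and 100 in replicate 2 (median 2.91), so the libraries gave different answers for this list. Major sperm proteins stood at percentile 0 in replicate 1 (median -2.6) and 0.25 in replicate 2 (median 0.0128). Their percentiles were thus low in both libraries, opposite to the molting list, but their medians differed. The values of collagens and sperm proteins at day 1 are limited by this variation between libraries.

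F22B3.7 was the only gene above the floor of 3 counts in every library of 1 genotype, with a mean of at least 50 counts there, and at or under it in every library of the other. The mutant libraries held 2046 and 956 counts at day 1 and 76, 151 and 5 at day 8, and the wild-type libraries 0, 0, 3, 0, 1 and 1. Of 200 splits of the libraries within each age, 3 gave as many such genes, so chance is an uncommon source of it, though the count rests on 1 gene. It lies on chromosome IV, and 0 such genes lay within 2 Mb of sod-2, which argues against linked DNA. A strain variant that activates it may be a candidate explanation and was not tested.

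Splits of the libraries were also counted for the other comparisons. For the genotypes at day 1 and at day 8, and for age in wild type and in the mutant, 1 of the 10 splits, the real one, gave as many genes. The 9 others gave 0 genes in each comparison, against 327, 5, 5548 and 3922 in the real ones. At an unadjusted p under 0.05 they gave 103 to 2716, 55 to 5227, 64 to 594 and 154 to 3309 genes. With 10 splits the share is never under 0.1, which limits what the rank alone can show. A wrong split also puts the real difference into the spread within its groups. Counts of 0 in the other splits can follow from that spread, so they do not measure chance.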
